# The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes

**DOI:** 10.1186/s13072-018-0229-6

**Published:** 2018-10-04

**Authors:** Fanny Gatzmann, Cassandra Falckenhayn, Julian Gutekunst, Katharina Hanna, Günter Raddatz, Vitor Coutinho Carneiro, Frank Lyko

## Abstract

**Background:**

The parthenogenetic marbled crayfish (*Procambarus virginalis*) is a novel species that has rapidly invaded and colonized various different habitats. Adaptation to different environments appears to be independent of the selection of genetic variants, but epigenetic programming of the marbled crayfish genome remains to be understood.

**Results:**

Here, we provide a comprehensive analysis of DNA methylation in marbled crayfish. Whole-genome bisulfite sequencing of multiple replicates and different tissues revealed a methylation pattern that is characterized by gene body methylation of housekeeping genes. Interestingly, this pattern was largely tissue invariant, suggesting a function that is unrelated to cell fate specification. Indeed, integrative analysis of DNA methylation, chromatin accessibility and mRNA expression patterns revealed that gene body methylation correlated with limited chromatin accessibility and stable gene expression, while low-methylated genes often resided in chromatin with higher accessibility and showed increased expression variation. Interestingly, marbled crayfish also showed reduced gene body methylation and higher gene expression variability when compared with their noninvasive mother species, *Procambarus fallax.*

**Conclusions:**

Our results provide novel insights into invertebrate gene body methylation and its potential role in adaptive gene regulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0229-6) contains supplementary material, which is available to authorized users.

## Background

The marbled crayfish (*Procambarus virginalis*) represents a novel freshwater crayfish species that emerged in the German aquarium trade in 1995 [1]. Marbled crayfish reproduce by apomictic parthenogenesis, thus producing large numbers of genetically identical offspring [2–4]. It is assumed that *P. virginalis* originated from a very recent evolutionary macromutation in the Florida slough crayfish *Procambarus fallax* [5, 6]. Comparative whole-genome sequencing of a diverse set of animals from various sources has shown that the global population can be considered a single genetic clone with negligible genetic variation [7].

Despite their genetic homogeneity, marbled crayfish have successfully invaded and colonized a variety of habitats in subtropical and temperate regions [8, 9]. This is exemplified by the rapid propagation of marbled crayfish on Madagascar, where the animals have increased their distribution area 100-fold over the past 10 years [7]. Of note, the genetic homogeneity of the population precludes the selection of genetic variants as an explanation for rapid adaptation. As such, it is important to understand epigenetic regulation in marbled crayfish.

DNA methylation represents a conserved and well-established epigenetic modification [10–12]. It is mediated by the family of DNA methyltransferases (DNMTs) which catalyze the methylation of genomic cytosine residues in a wide range of organisms and provide an important toolkit for epigenetic regulation [13]. Two previous studies have used capillary electrophoresis and mass spectrometry to demonstrate the presence of DNA methylation in marbled crayfish [4, 6]. In addition, changes in global DNA methylation levels have been linked to phenotypic variants [4]. However, information about the DNA methylation toolkit, the patterning of DNA methylation and its potential function has been lacking.

Single-base resolution methylation maps have been generated for a large variety of species and have shown a surprising diversity of DNA methylation patterns in the animal kingdom [14–16], ranging from almost ubiquitous methylation to low levels or no methylation. Also, different species can show methylation in distinct subgenomic compartments, including promoters, repetitive elements and gene bodies [14, 15]. Interestingly, gene body methylation is often associated with housekeeping genes [17, 18].

The function of gene body methylation remains to be fully understood [19, 20]. The modification has been linked to various aspects of gene regulation, including transcriptional elongation, mRNA splicing, chromatin structure and the suppression of cryptic intragenic promoters in transcribed chromatin [21–24]. In invertebrates, the preferential methylation of highly conserved genes with housekeeping functions and their moderate but stable expression similarly suggests a regulating function for gene expression, possibly through the suppression of transcriptional noise or expression variation [17, 18, 25, 26]. It has also been shown that conflicting chromatin states, determined by the absence of active histone marks and presence of repressive histone marks, are associated with high levels of transcription noise in actively transcribed genes [27]. However, a clear mechanistic understanding of the role of gene body methylation in gene expression variability remains lacking.

We have now used whole-genome bisulfite sequencing to establish high-resolution methylation maps of *P. virginalis* from several independent animals and tissues. We also performed RNA-seq and chromatin accessibility assay sequencing (ATAC-seq) to integratively analyze the effect of gene body methylation on chromatin accessibility states and gene expression. The results reveal a DNA methylation pattern that is characterized by tissue-invariant gene body methylation of housekeeping genes. While gene body methylation was negatively associated with chromatin accessibility, we also found that active genes with variable expression were less accessible than stably expressed genes. Comparing gene body methylation levels and gene expression variation levels in the marbled crayfish and its parent species *P. fallax*, we observe overall lower gene body methylation levels and higher gene expression variation levels in the marbled crayfish. Together, these findings establish the methylome of an emerging invasive animal and provide novel insight into invertebrate gene body methylation.

## Results

### Identification of a conserved DNA methylation system in marbled crayfish

We have recently assembled the transcriptome of the marbled crayfish and also established a draft assembly of the complete genome sequence [7]. Genome annotation identified single crayfish homologs for Dnmt1, Dnmt3 and a Tet hydroxymethylase [13]. Virtual translation of the corresponding transcripts produced protein sequences with robust sequence conservation to functionally characterized honeybee and human homologs. A more detailed analysis of the predicted crayfish Dnmt1 homolog revealed a protein with a length of 1566 amino acids, which contained all the known Dnmt1 protein domains in the correct order (Fig. 1a). Furthermore, our analysis of the predicted marbled crayfish Dnmt3 protein identified a protein with 1112 amino acids with the known Dnmt3 protein domains (Fig. 1b). We also investigated the predicted crayfish Tet enzyme. This revealed a protein of 1313 amino acids with substantial sequence homology to honeybee and human Tet enzymes, including two conserved oxygenase domains (Fig. 1c). Together, these findings suggest the presence of a conserved DNA methylation and demethylation system in marbled crayfish.

**Fig. 1:**
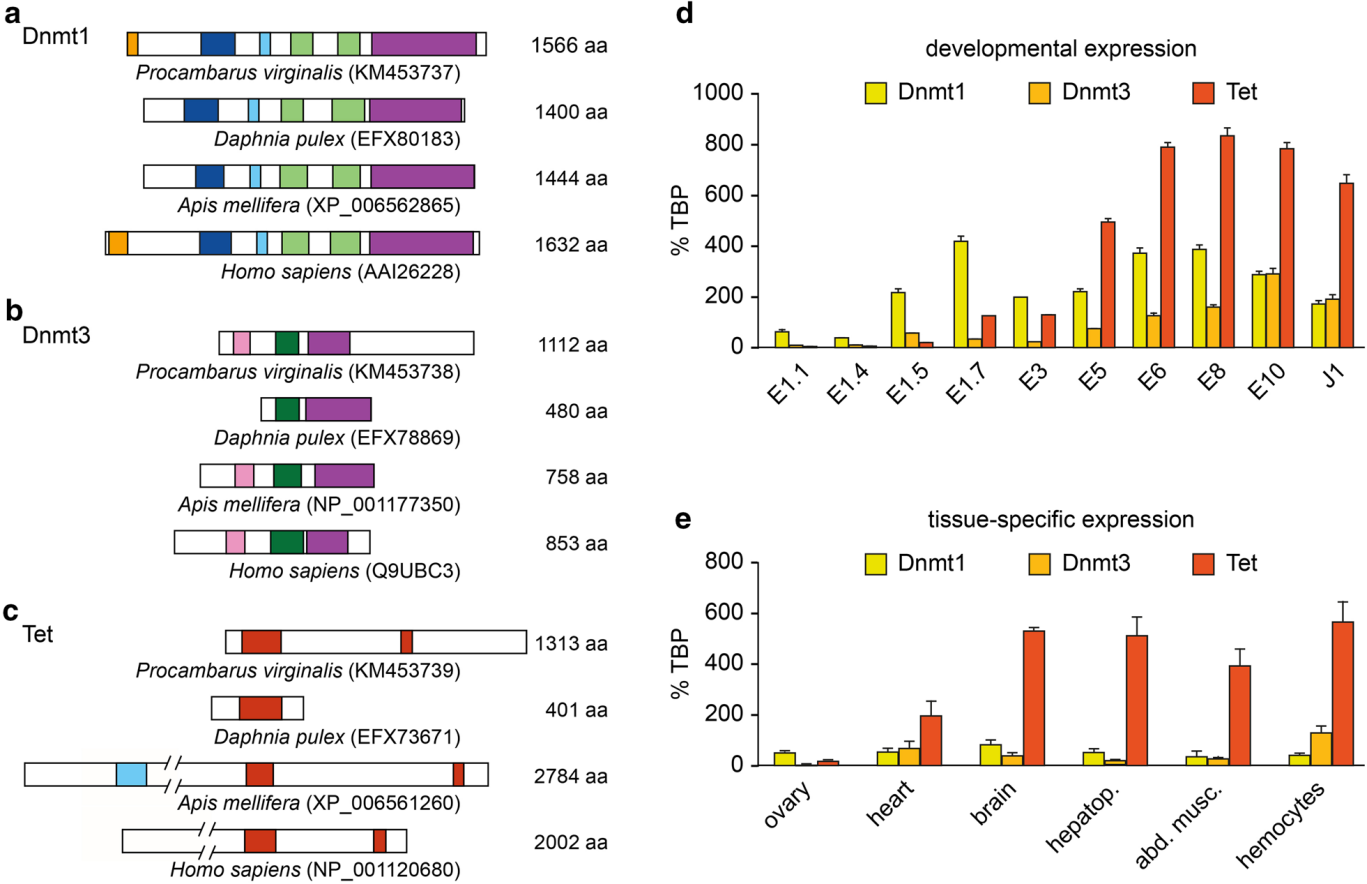
Conservation of Dnmt1, Dnmt3 and Tet in marbled crayfish. Genome annotation revealed the presence of a DNA methylation system consisting of single homologs for Dnmt1 (**a**), Dnmt3 (**b**) and Tet (**c**), respectively. Shown are comparisons of virtually translated protein sequences with three reference organisms: *Daphnia pulex*, *Apis mellifera* and *Homo sapiens*. Numbers in brackets represent accession numbers. Conserved domains are shown as colored boxes. Dnmt1: orange—DMAP1-binding domain, dark blue—replication foci domain, light blue—CXXC zinc finger domain, light green—bromo adjacent homology domain, purple—catalytic domain. Dnmt3: pink—PWWP domain, dark green—zinc finger domain, purple—catalytic domain. Tet: red—catalytic domain, light blue—CXXC zinc finger domain. **d** Expression of Dnmt1, Dnmt3 and Tet during marbled crayfish development. mRNA expression levels are indicated relative to the *TBP* (TATA-box-binding protein) housekeeping gene. Bars indicate standard deviations from at least three independent measurements. E: embryonic stages; J: juvenile stages. **e** mRNA levels of Dnmt1, Dnmt3 and Tet in various adult marbled crayfish tissues (*hepatop.* hepatopancreas, *abd. musc.* abdominal musculature)

To confirm the expression of the marbled crayfish DNA methylation system, we used qRT-PCR analysis of various developmental stages and dissected tissues from adult animals. Based on published data from *Daphnia pulex* [28] and an evaluation of five different housekeeping genes (Additional file 1), TATA-box-binding protein (TBP) mRNA was used as an internal reference. The results showed low mRNA levels for all three genes in early embryonic stages. Dnmt1 became strongly upregulated in embryonic stage 1.5, while Dnmt3 expression continuously increased during embryogenesis (Fig. 1d). Tet mRNA levels became strongly increased during mid-embryogenesis and remained high in juveniles (Fig. 1d). In adult tissues, Dnmt1 was stably expressed at moderate levels (Fig. 1e), which is consistent with a general maintenance methyltransferase function of the enzyme. The expression pattern of Dnmt3 appeared to be more tissue specific, with the highest level in hemocytes and lowest level in the ovary (Fig. 1e). Tet expression was high in most tissues, but low in the ovary (Fig. 1e). Together, these data show that the components of the DNA methylation system are dynamically expressed during marbled crayfish development and in adult tissues.

### Characterization of the marbled crayfish methylome

We used whole-genome bisulfite sequencing to characterize methylation patterns at single-base resolution. Sequencing of hepatopancreas DNA at 9.8 × genome coverage (Additional file 2) uncovered a methylation pattern that was CpG specific, bimodal and symmetric (Additional file 3) and thus recapitulates key hallmarks of other known animal methylomes [14, 15]. A comparative analysis in 2-kb sliding windows (Fig. 2a) revealed that the marbled crayfish methylome showed substantially more highly methylated windows than other known crustacean methylomes [29, 30]. This suggests that the marbled crayfish genome is relatively highly methylated.

**Fig. 2:**
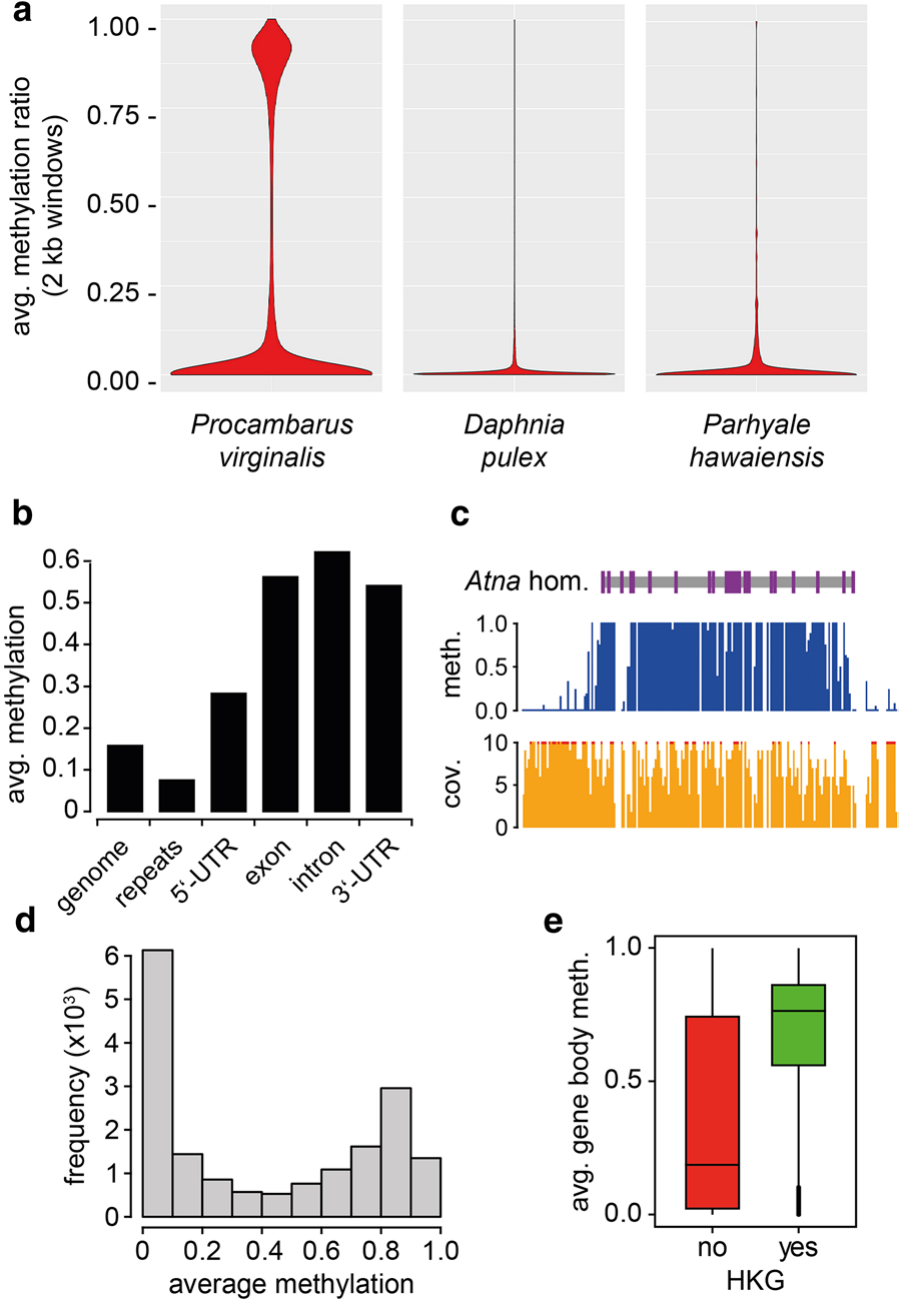
Characterization of the marbled crayfish methylome. **a** Comparative analysis of known crustacean methylomes. Violin plots show average CpG methylation levels of 2-kb sliding windows. **b** Methylation levels of the genome and of predicted gene features. **c** Representative Genome Browser track for a methylated gene, showing methylation ratio (blue) and coverage (orange). Red dots denote coverages > 10 ×. **d** Histogram showing the frequencies of average gene body methylation levels in bins of 0.1. **e** Boxplots showing the distribution of methylation ratios for non-housekeeping genes (red) compared with housekeeping genes (green)

We also quantified CpG methylation levels for various subgenomic features, such as repeats, exons and introns. This revealed that repeats were relatively hypomethylated (Fig. 2b), while methylation was strongly enriched at gene bodies (Fig. 2b, c). More specifically, average methylation levels were found slightly increased over the genome average in 5’-UTRs and more strongly increased in exons, introns and 3’-UTRs (Fig. 2b). Interestingly, gene body methylation showed a bimodal distribution, with distinct populations of low-methylated and high-methylated genes (Fig. 2d). Further analysis revealed that methylation preferentially targets long, CpG-poor and evolutionarily conserved genes (Additional file 4). These characteristics represent defining features of housekeeping genes, and indeed, methylation levels of housekeeping genes were strongly elevated when compared with other genes (Fig. 2e). Together, our findings thus suggest that DNA methylation in marbled crayfish is enriched at gene bodies and identify housekeeping genes as an important methylation target.

### The marbled crayfish methylome is largely tissue invariant

To further characterize DNA methylation in marbled crayfish, we performed whole-genome bisulfite sequencing on DNA samples from seven additional animals and tissues (Additional file 2). Our analysis included two distinct adult tissues (hepatopancreas and abdominal musculature), each from three independent animals and from various sources (laboratory stocks and wild catches). In addition, we also included single replicates from early embryos (stage 1.7) and a third adult tissue (hemocytes). Genome coverage ranged from 9 × to 23 × (Additional file 2), thus ensuring sufficient analytical power. Strikingly, a comparative analysis of all eight methylomes failed to reveal tissue-specific or developmental stage-specific changes (Fig. 3a). This was also confirmed by a Wilcoxon rank-sum test, which did not identify any significantly differentially methylated genes between abdominal musculature and hepatopancreas. A specific analysis of housekeeping genes confirmed their pronounced methylation and again suggested that the marbled crayfish methylome is largely tissue invariant (Fig. 3b). It remains possible that a subset of variably methylated genes show moderate context-dependent methylation changes, but a substantially greater number of samples will be required for their identification [31].

**Fig. 3:**
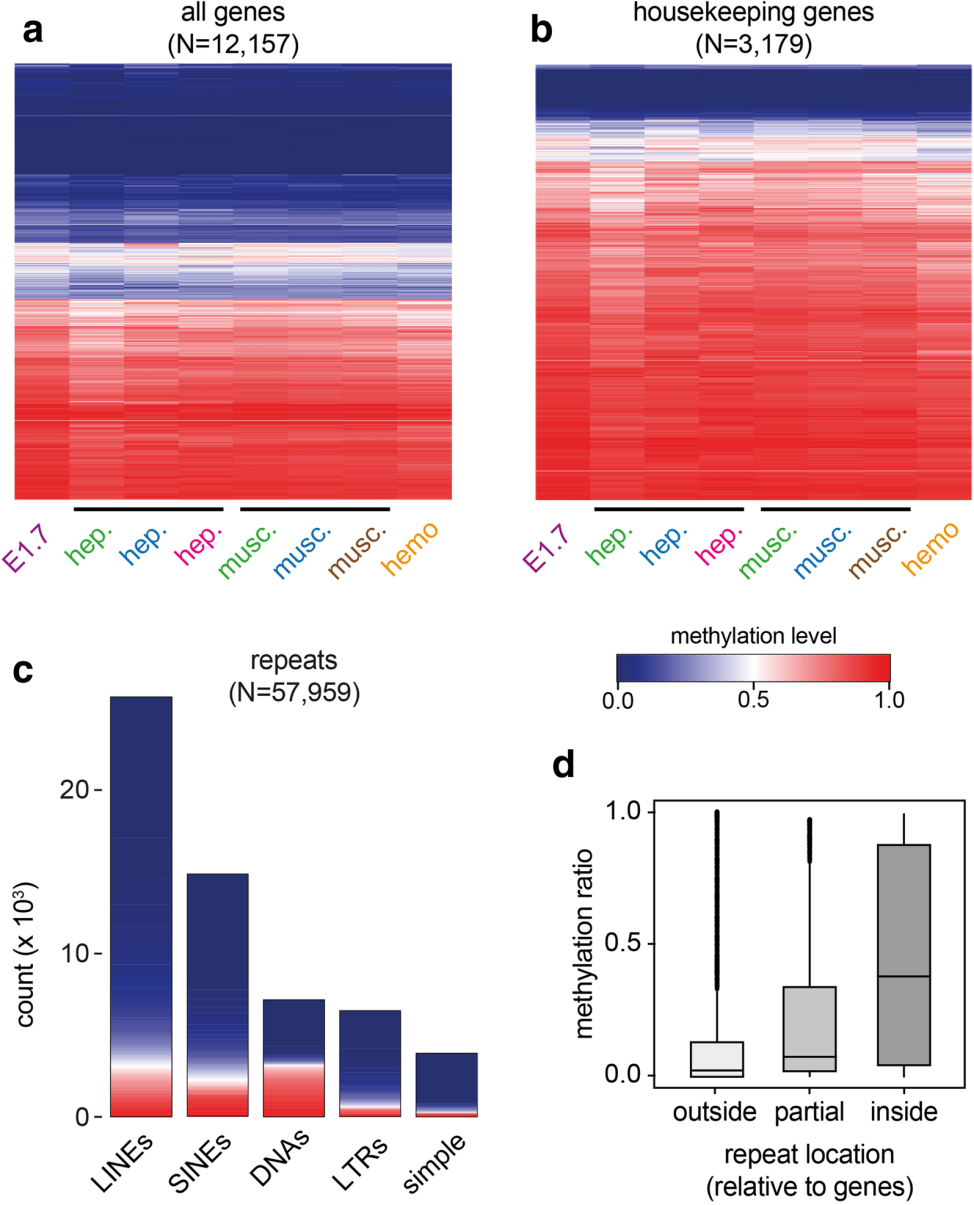
Comparative analysis of gene body and repeat methylation patterns from different developmental stages, tissues and animals. **a** Comparative analysis of gene body methylation patterns. The heatmap shows average gene body methylation levels in eight independent samples (columns). Methylation levels are indicated on a scale from 0 (blue) to 1 (red). Only genes with sufficient coverage in all eight samples are shown. E1.7: stage 1.7 embryos, hep.: hepatopancreas, musc.: abdominal musculature, hemo: hemocytes. Colors denote individual animals. **b** Parallel analysis of housekeeping genes. **c** Methylation of the most frequent repeat classes. LINEs (long interspersed nuclear elements): *N* = 25,622, SINEs (short interspersed nuclear elements): *N* = 14,821, DNAs (DNA transposons): *N* = 7144, LTRs (long terminal repeats): *N* = 6483, simple (simple repeats): *N* = 3889. **d** Location-dependent methylation of repeats

Further analysis also showed that the majority of repetitive elements was unmethylated, while some minor repeat classes, such as DNA transposons and TcMar-Tigger elements, showed higher methylation levels (Fig. 3c, Additional file 5). On the genome level, repeat methylation appeared strongly associated with gene body methylation, as repeats outside of genes had lower methylation levels compared to repeats that were located within genes (Fig. 3d). Of note, repeat methylation again appeared largely invariant between different tissues (Additional file 5), which is consistent with the methylation patterns observed for genes.

### Gene body methylation, chromatin accessibility and gene expression variability

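RNA was sequenced from the hepatopancreas, the digestive gland of decapods, and from the abdominal musculature of the same 3 laboratory-bred P. virginalis animals, numbered 2, 6 and 7, which gives 6 libraries. Libraries were made from total RNA and read from both ends, as PE100 for animals 2 and 6 and as PE125 for animal 7 in the notation of Additional file 6. The authors deposited, for each library, the expected count of fragments that Rsem assigned to each of 21773 gene models, together with the TPM and FPKM that Rsem derives from it. TPM divides the expected count by the effective gene length and scales the sum of each library to the same total, so the TPM of a gene also depends on how much of the library other genes take. The aligner, the Rsem version and the release of the gene models are not given in the sources used here. The expected counts of a hepatopancreas library summed to 67369392 in animal 2, 15489449 in animal 6 and 12947418 in animal 7. In the abdominal musculature they summed to 11389814, 18661368 and 6001494 in the same order. The authors also deposited an interval for each TPM, of a level not given in the sources used here, which covers counting and read assignment but not differences between animals. For genes with a TPM of at least 1 its median half-width was 9.47% of the TPM in the deepest library, hepatopancreas of animal 2, and 33.6% in the shallowest, abdominal musculature of animal 7. The 10 genes with the highest counts took between 39.8% and 57.5% of the counts of a hepatopancreas library and between 67.3% and 75.6% of those of a muscle library. The most abundant gene of the muscle library of animal 6 alone held 45.0% of its counts. Replicates were not pooled, and expected counts were rounded to whole numbers wherever a count model was fitted.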

To investigate potential gene regulatory functions of DNA methylation in marbled crayfish, we integrated our methylation datasets with RNA-seq datasets that were obtained from three independent hepatopancreas and abdominal musculature samples, respectively (Additional file 6). The results showed a parabolic correlation between gene body methylation and gene expression levels, with the highest and lowest expression ranks being relatively undermethylated (Additional file 7). These results are similar to findings originally made in plants [22, 32]. For further insight, we also addressed the relationship between DNA methylation and chromatin accessibility. For this purpose, we used ATAC-seq [33] to generate high-resolution chromatin accessibility maps that could be analyzed together with DNA methylation maps. ATAC-seq was successfully established for marbled crayfish hemocytes (Additional file 8), which are isolated cells that are suitable for ATAC-seq analysis (Additional file 9). We also generated RNA-seq data from hemocytes (Additional file 10) and integrated the WGBS data from hemocytes into our analysis.

From the ATAC-seq datasets (*N* = 3), we identified 89,156 accessible peaks for hemocytes. Of these, 4558 overlapped with promoter regions. Heatmaps for methylated and unmethylated gene bodies show that chromatin accessibility around the transcription start site is more prominent when methylation is low (Additional file 11). Consistent with observations in mouse embryonic stem cells [34], the most expressed genes (quintile 5) had a considerably elevated level of chromatin accessibility (Fig. 4a). We also found low to moderately methylated genes (genes with a mean gene body methylation ratio of 0–0.4) to be distinctly more accessible than highly methylated genes (Fig. 4b). Consistently, housekeeping genes, which are often strongly methylated in marbled crayfish, were found in chromatin states with limited accessibility (Fig. 4c).

**Fig. 4:**
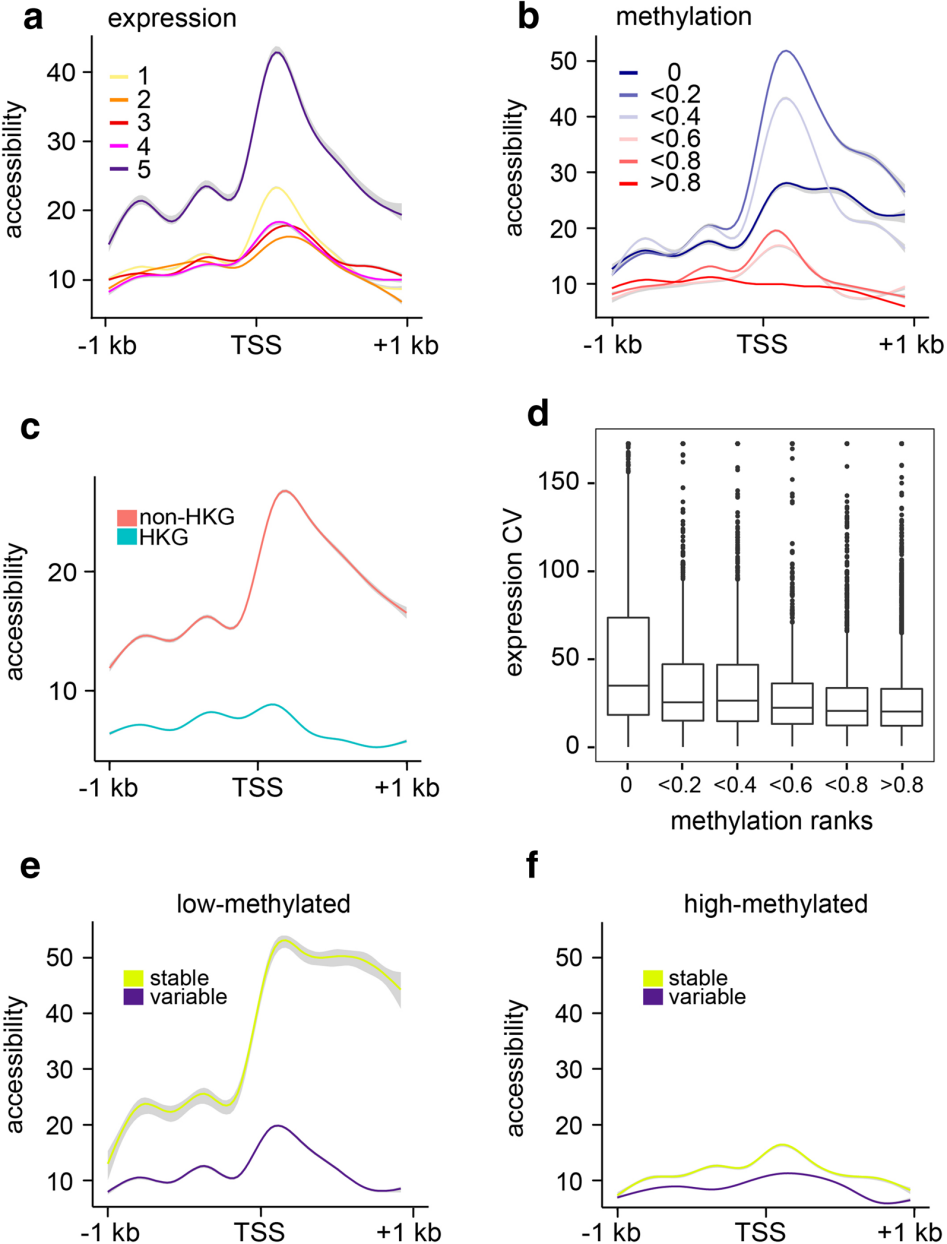
DNA methylation, chromatin accessibility and gene expression variability. **a** ATAC signals around transcription start sites are shown for gene expression quintiles. **b** ATAC signals around transcription start sites are shown for unmethylated genes and for gene body methylation quintiles. **c** Metagene plot for chromatin accessibility around the transcription start site for housekeeping genes and non-housekeeping genes. **d** Correlation between DNA methylation and gene expression variation in hemocytes. Methylation rank 0 represents completely unmethylated genes. **e** ATAC signals for low-methylated (methylation level < 0.4) and **f** high-methylated (methylation level > 0.4) genes, and gene sets with different expression variability (stable: variability quintile 1 with low expression variability; variable: variability quintile 5 with high expression variability)

In further analyses, we also explored the relationship between gene body methylation, chromatin accessibility and gene expression variability. Consistent with earlier observations in other organisms [25, 26, 35], we observed that low-methylated genes show greater gene expression variability (Fig. 4d). This inverse correlation between gene body methylation and gene expression variability was also conserved in the two other tissues that were analyzed, hepatopancreas and abdominal muscle (Additional file 12). Also, convincing examples for high-methylated genes with low gene expression variability, and low-methylated genes with high expression variability were identified (Additional file 12). 

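In the hepatopancreas, the coefficient of variation of TPM over the 3 animals averaged 86.9% over the 16387 genes with a mean TPM above 0 (median 74.0%). In the abdominal musculature it averaged 96.1% over 10769 genes selected in the same way (median 86.7%). Over the 10527 genes expressed in both tissues, the mean coefficient of variation was 61.8% in the hepatopancreas and 94.9% in the abdominal musculature, a ratio of 0.651. Between pairs of animals, mean coefficients of variation in the hepatopancreas ranged from 58.1% to 75.8%. The ratio moved most, to 0.904, when each tissue was averaged over its own expressed genes. With 1 animal left out in turn it lay between 0.505 without animal 2 and 0.763 without animal 6. The coefficient of variation, which includes counting noise, also changed with the expression level. Genes were ranked by their mean TPM in each tissue and divided into octiles. In the hepatopancreas the mean coefficient of variation fell from 169% in the lowest octile to 41.3% in the seventh and was 42.1% in the highest. In the abdominal musculature it decreased with every octile, from 154% to 58.1%. Across genes, which are not independent replicates, Spearman's rho between mean TPM and coefficient of variation was -0.735 in the hepatopancreas and -0.610 in the abdominal musculature. In Poisson counts simulated for the muscle libraries without any difference between animals, a comparison chosen after seeing the data, the mean coefficient of variation in P. virginalis was 42.8% over the genes expressed in the muscle of both species, 18.8% for those with a mean TPM of at least 1 and 7.27% for those with at least 10. Methylation levels were not analysed here, so the values cover the expression side of the comparison in Additional file 12.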

We next divided genes into low-methylated (average methylation ratio < 0.4) and high-methylated (average methylation ratio > 0.4) gene to understand the association between gene expression variation and chromatin accessibility. The results showed that low-methylated genes with stable expression were distinctly more accessible than low-methylated genes with high gene expression variability (Fig. 4e). In contrast, high-methylated genes showed no major difference in accessibility for stably and variably expressed genes (Fig. 4f). These findings suggest that gene body methylation promotes stable expression of poorly accessible genes.

### Increased gene body methylation and reduced gene expression variability in *P. fallax*

The marbled crayfish is a recent clonal descendant of the sexually reproducing slough crayfish, *P. fallax* [5, 6]. However, *P. fallax* shows no evidence for invasiveness and populates a defined area in Florida and southern Georgia [36–38]. We therefore generated three *P. fallax* datasets (2 × hepatopancreas, 1 × abdominal musculature), with genome coverage ranging from 10 × to 11 × (Additional file 2) for a comparative analysis of *P. fallax* and marbled crayfish methylomes. As the two species are defined by a very close phylogenetic and genetic relationship [7], reads could be mapped to the marbled crayfish genome. The results revealed a methylation pattern that was overall similar to *P. virginalis* (Fig. 5a). However, we also identified 2357 genes with species-specific methylation differences, the majority of which (> 90%) appeared more methylated in *P. fallax* (Fig. 5b). Overall, gene body methylation levels were significantly reduced in marbled crayfish (Fig. 5c, *P* < 2.2e^−16^), consistent with earlier findings that suggested a moderate but significant reduction in global DNA methylation levels during the transition from *P. fallax* to marbled crayfish [6]. Notably, gene expression variability was significantly elevated in marbled crayfish (Fig. 5d, *P* < 5.58e^−13^). 

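For the comparison of species, abdominal musculature of 3 P. fallax females obtained from the aquarium trade, animals 1, 3 and 4, was sequenced as PE125 and processed by the authors with the same program and gene models as the P. virginalis libraries. The expected counts summed to 11942816 in animal 1, 9109577 in animal 3 and 11453242 in animal 4, with a median of 11453242 against 11389814 in the P. virginalis muscle libraries. Totals in P. fallax differed less between animals than those of P. virginalis. The series description counts 6 P. virginalis and 2 P. fallax individuals. The sample names, and Additional file 6 for hepatopancreas and abdominal musculature, list 3 and 3, which is the number used here. Additional file 6 also lists 3 hemocyte samples of P. virginalis, so a conflict between the sources is plain only for P. fallax. Reads of P. fallax were assigned to gene models made for P. virginalis. The 2 species also differ in read length, since only P. virginalis has PE100 libraries and only 1 of its muscle libraries is PE125, so that the comparison could not be made within 1 read length. No replicate numbers are shared between the species and no pairing was used.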

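The coefficient of variation of TPM was compared over the 9613 genes with a mean TPM above 0 in both species. It averaged 89.0% ± 45.8 (SD over genes) in P. virginalis and 82.2% ± 44.9 in P. fallax, a ratio of 1.08, and the medians were 80.5% and 74.7%. Of the genes whose coefficients differed, 55.6% had the higher value in P. virginalis. With genes as units in a two-tailed t test, the test that the legend names without its units, the difference of 6.84 percentage points gave p = 1.66e-25 over n = 9613 genes. Genes measured in the same animals are not independent replicates, and the spread between animals was assessed separately. The 6 muscle libraries can be divided into groups of the same size in 10 ways, of which 8 gave a ratio at least as far from 1 as the division by species (two-sided exact permutation test, p = 0.8, where 0.1 is the smallest p this design allows). The ratio farthest from 1, 0.772, came from another division. Mean coefficients for pairs of animals were 70.1% for P. virginalis animals 2 and 6, 68.9% for animals 2 and 7 and 87.4% for animals 6 and 7. For P. fallax they were 70.4% for animals 1 and 3, 68.6% for animals 1 and 4 and 73.6% for animals 3 and 4. Of the 9 ratios between a P. virginalis pair and a P. fallax pair, 5 were above 1, and they ranged from 0.937 to 1.27. The difference between the species was not larger than the spread between animals.

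**Figure D1:**
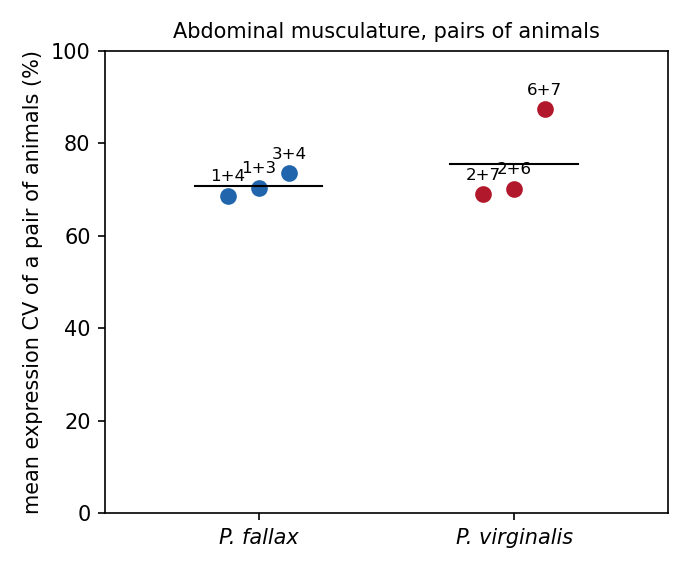
Mean expression CV (vertical axis, percent) over 9613 genes for each pair of animals of a species, labelled with the animal numbers; the black line is the mean of the 3 pairs. In P. virginalis 2 pairs lie at 68.9% and 70.1%, within the range of the P. fallax pairs from 68.6% to 73.6%, and the pair of animals 6 and 7 lies above them at 87.4%.

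With 1 animal left out, the pair that remained was compared with the mean over the pairs of the other species. Over all pairs these means were 75.5% in P. virginalis and 70.9% in P. fallax. The ratio ranged from 0.973 to 1.23 with 1 animal left out, the highest without P. virginalis animal 2. It fell below 1 without animal 6 (0.973) or animal 7 (0.990). The share of genes with the higher coefficient in P. virginalis, averaged over the same pairings, then fell to 46.7% and 49.6%. Of 14 alternatives that kept all animals, 3 of them chosen after seeing the data, 9 gave a ratio above 1, between 1.03 and 1.13. In the other 5 it was below 1: when expected counts were scaled with TMM factors (0.975) or with DESeq2's size factors (0.970) in place of TPM, when the SD of log2(TPM + 1) or of log2(TPM + 0.1) replaced the coefficient of variation (0.910 and 0.989), and among the 1439 genes with a mean TPM of at least 10 (0.912). From the difference in Fig. 5d, the paper states that expression variability is higher in marbled crayfish, and it leaves to future work whether reduced gene body methylation contributes to the adaptation of the animals in this way.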

Whether gene body hypomethylation facilitates the phenotypic adaptation of marbled crayfish through increased gene expression variability will have to be addressed in future studies.

**Fig. 5:**
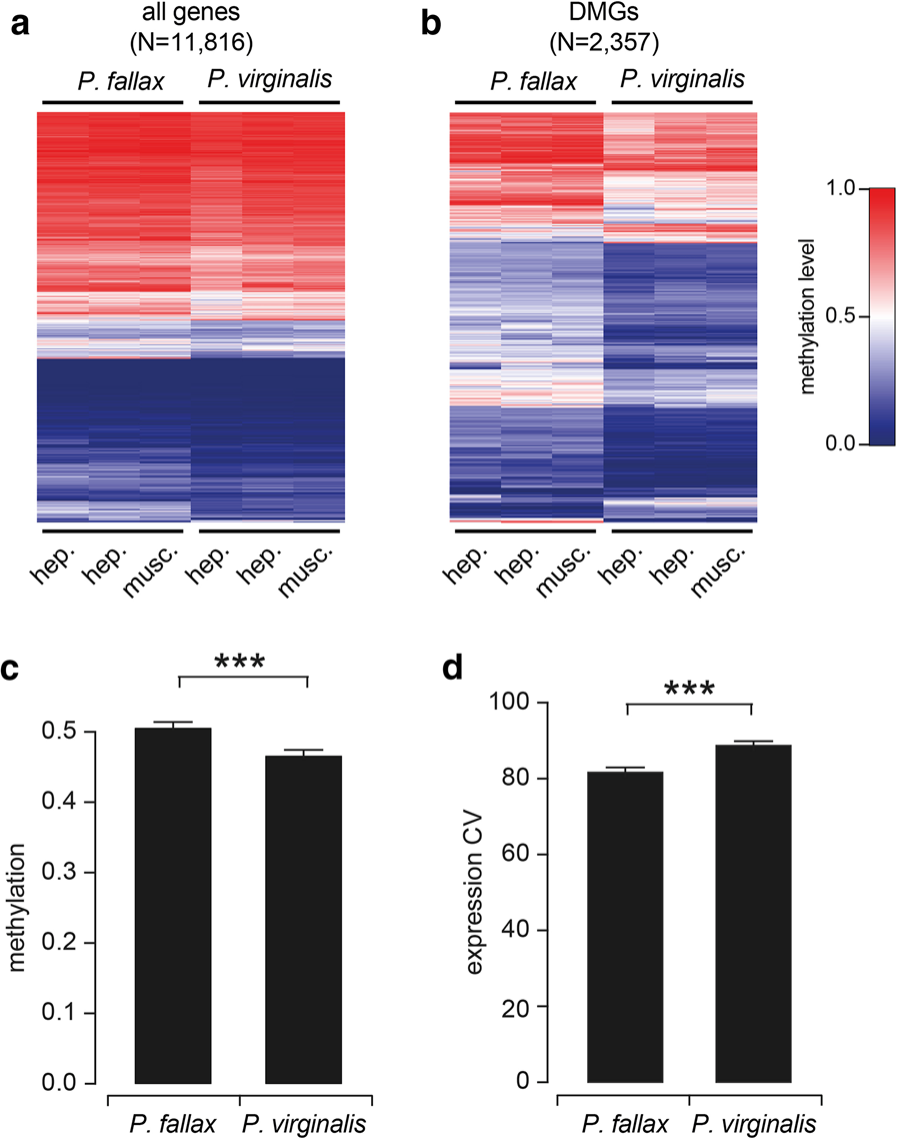
Gene body methylation and gene expression variability in *P. fallax*. **a** Comparative analysis of gene body methylation patterns in *P. virginalis* and *P. fallax*. **b** Species-specific differential gene body methylation. The heatmap shows differentially methylated genes (DMGs) with an average species-specific methylation difference > 0.1. **c** *P. fallax* has a significantly higher average gene body methylation level than *P. virginalis* (*P* < 2.2e^−16^, two-tailed *t* test). **d** Comparison of gene expression variation between marbled crayfish and *P. fallax*. Coefficients of expression variation are indicated for triplicate RNA-seq datasets from the abdominal musculature. The difference between the two species is highly significant (*P* < 5.58e^−13^, two-tailed *t* test)

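The difference between the species in the coefficient of variation, which includes counting noise, changed with the expression level of the genes. When the genes expressed in both species were ranked by their mean TPM over the 6 muscle libraries and divided into octiles of about 1202 genes, the mean coefficient of variation in the lowest octile, with a mean TPM of up to 0.142, was 138% in P. virginalis and 126% in P. fallax. In the third octile the values were 101% and 87.9%, and in the sixth, with a mean TPM between 2.19 and 4.66, they were 69.4% and 66.3%. In the highest octile, with a mean TPM from 12.8, the order was the opposite, with 56.1% in P. virginalis and 62.8% in P. fallax. Values at the upper limit for triplicates, which arise when a gene is detected in a single animal, were found for 1406 of the genes in P. virginalis and for 1132 in P. fallax. Differences within an octile were not tested against the spread between animals.

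**Figure D2:**
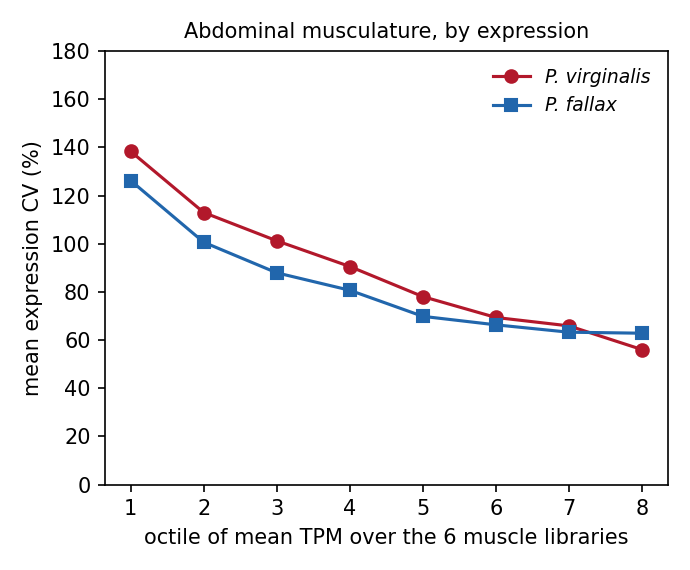
Mean expression CV (vertical axis, percent) in each octile of mean TPM (horizontal axis, 1 lowest, 8 highest) for the 3 P. virginalis (circles) and 3 P. fallax (squares) muscle libraries. Both lines fall with expression, and they cross between the seventh octile, with 65.9% and 63.3%, and the highest.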

## Discussion

DNA methylation is a highly conserved modification in the animal kingdom [14, 15]. However, relatively little is known about its potential function in epigenetic regulation outside of mammals. Our study provides an in-depth analysis of DNA methylation in marbled crayfish, an emerging model organism and new invasive species that is characterized by genetic uniformity and high adaptive potential.

A large number of arthropod methylomes have been published over the past years [14–16]. This includes the methylomes from two crustaceans, *Daphnia* [29] and *P. hawaiensis* [30]. However, all known arthropod methylomes have so far been analyzed using DNA preparations from whole animals or a single, specific tissue. We carried out a direct comparison of arthropod methylation patterns from different tissues and from different animals. Our results show that the marbled crayfish methylome is highly conserved between different tissues and therefore substantially different from paradigmatic mammalian methylomes. Tissue-invariant methylation patterns have also been concluded from a comparison of single sperm and muscle methylomes from the tunicate *Ciona intestinalis* [39]. However, this feature has not been investigated systematically yet and it will be interesting to determine its conservation in invertebrates.

The stability of DNA methylation levels and patterns in marbled crayfish contrasts the dynamic expression of the DNA methylation toolkit during development and in different adult tissues and may suggest additional non-catalytic functions of these enzymes [40]. It should also be noted that the erasure of parental DNA methylation patterns is considered a fundamental requirement for the establishment of totipotency and organismal development in mammals [41, 42]. It is possible that DNA methylation reprogramming in marbled crayfish occurs before the earliest developmental stage that could be investigated by whole-genome bisulfite sequencing (stage 1.7). Alternatively, DNA methylation may not play a major role in the development of the parthenogenetic marbled crayfish.

The marbled crayfish methylome also showed several additional defining features. This includes the relatively sparse methylation of repeats. While similar observations have been made in a few other organisms, including honeybees [43], repeat methylation is a functionally important feature of many animal and plant genomes [44–46]. Also, while mammalian genomes are characterized by dynamic methylation at regulatory regions, such as promoters and enhancers [47–49], the marbled crayfish methylome is characterized by gene body methylation.

Gene body methylation is often associated with actively transcribed genes [50]. However, we found that gene body methylation in the marbled crayfish does not show a clear correlation with gene expression levels. Our genome-wide chromatin accessibility analysis revealed that the most highly accessible genes were methylated at low levels and most strongly expressed. Similar findings were also recently published in mouse embryonic stem cells [34]. Furthermore, and in agreement with previous observations in insects and in human tissues [25, 26, 35], our analyses showed that gene body methylation inversely correlates with gene expression variability. Finally, the results from our integrative analysis of whole-genome bisulfite sequencing, ATAC-seq and RNA-seq identified two distinct states and shed light on the potential function of gene body methylation (Fig. 6): high-methylated genes (such as housekeeping genes) reside in poorly accessible chromatin and are stably expressed, while low-methylated genes reside in open chromatin and are variably expressed. In this context, gene body methylation might function to increase the specificity of DNA-binding proteins, such as transcription factors [51], in poorly accessible chromatin structures and thus result in a more stable pattern of gene expression.

**Fig. 6:**
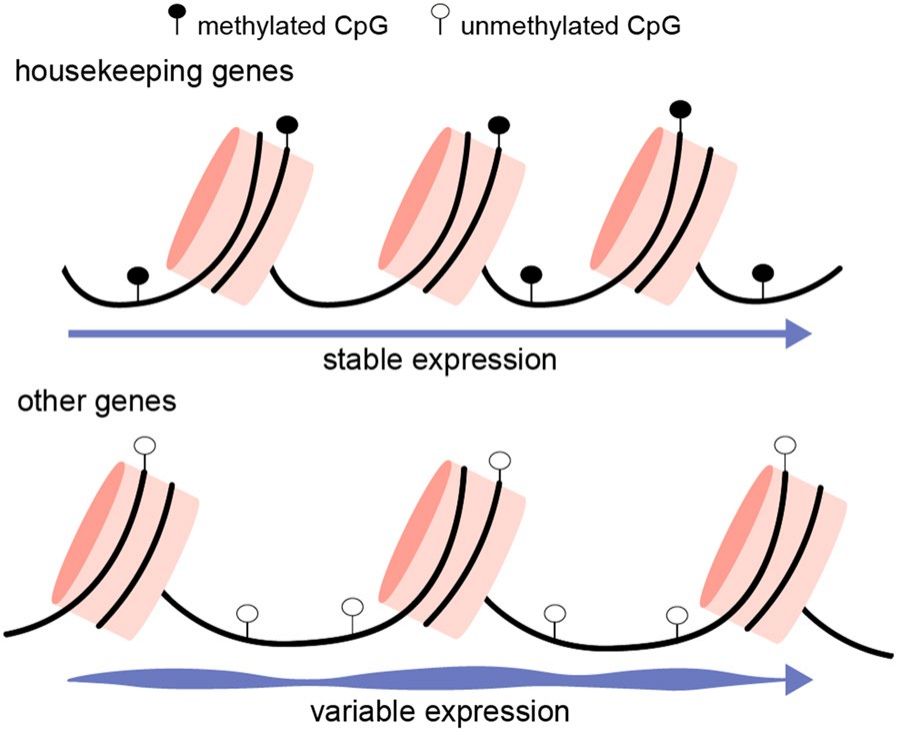
Gene body methylation in marbled crayfish stabilizes gene expression of poorly accessible genes. Housekeeping genes are commonly found in chromatin with limited accessibility and are usually methylated (upper panel). This results in a more stable expression when compared with other genes, which are low-methylated and packaged in more accessible chromatin (lower panel). Black filled circle, methylated CpG. Empty circle, unmethylated CpG

Of note, we also found a large number of genes to be hypomethylated in marbled crayfish when compared with its parent species, *P. fallax*. In addition, we also observed that gene expression variability was significantly increased in marbled crayfish. Variable gene expression has recently been identified as a key mechanism for coral adaptation to a variable environment [52]. Furthermore, epigenetic variability has been shown to increase fitness in simulations with fluctuating environments [53]. Altogether, our findings thus raise the interesting possibility that hypomethylation of gene bodies and its associated gene expression variability provide a mechanism for the adaptability and invasive potential of marbled crayfish.

## Methods

### Animal culture

Laboratory animals were bred as described before [6] and handled according to institutional guidelines for the care of laboratory animals. Wild animals were collected from lake Moosweiher (Germany, N48°01.844′E07°48.368′), Moramanga (Madagascar, S18°47.350′E48°14.764′) and lake Reilingen (Germany, N49°17.649′E08°32.672′), in compliance with local fishery regulations. Additional information is provided in Additional file 2.

### Identification of *P. virginalis* Dnmt and Tet homologs

*P. virginalis Dnmt1*, *Dnmt3* and *Tet* homologs were identified by using the respective annotated coding sequences from *Daphnia pulex*. Blast (v. 2.2.29 +) was used to align assembled marbled crayfish transcripts against the *Daphnia pulex* sequences. Candidate sequences were validated by searching with Blast against the non-redundant protein sequence database. Read coverage was analyzed by using Bowtie2 (v. 2.2.3) [54] to map transcriptome reads to the respective sequences. Finally, alignments were illustrated in IGV (v. 2.3.34) [55]. In addition, the 3′ SMARTER RACE kit (Takara) was used to resolve remaining ambiguities at the 3′-end of Dnmt3.

### RNA and DNA preparation

Samples of organs and tissues from adult crayfish for DNA and RNA preparation were taken under a dissection microscope, snap-frozen in liquid nitrogen and stored at − 80 °C until extraction of nucleic acids. Embryonated eggs and juveniles were snap-frozen in liquid nitrogen. Genomic DNA was isolated using the Blood and Cell Culture DNA Kit (Qiagen, Hilden, Germany), and total RNA was purified with Trizol (Invitrogen, Darmstadt, Germany).

### Expression analysis

For first-strand cDNA synthesis, RNA was reverse-transcribed using the QuantiTec Reverse Transcription Kit (Qiagen, Hilden, Germany). qRT-PCR analyses were performed on a LightCycler 480 Real-Time PCR System (Roche, Mannheim, Germany) using the Absolute QPCR SYBR Green Mix (Thermo Scientific, St. Leon-Rot, Germany). The expression levels of Dnmt1, Dnmt3 and Tet were determined by the mean crossing point (Cp) value of three technical replicates using the TATA-box-binding protein (TBP) as a reference gene. Primer sequences were as follows: DNMT1_for: GGGAGAAGGCACTGATTGG and DNMT1_rev: CGATCATCGTTGTTCACCAG; DNMT3_for: GAATGGAACATCAGCACCTGC and DNMT3_rev: CGGTGCTCTCATTCCACAATC; Tet_for: CCAGTAGAAGTGATCAACAGTG and Tet_rev: CCTCCAATATCTGGATCGTGG; TBP_for: CCACAGCTACAGAACATCG and TBP_rev: CTCATGATGACGGCTGC.

### Whole-genome bisulfite sequencing

Genomic DNA was isolated as described above. The TruSeq PCR-Free Library Prep Kit (LT; Illumina, San Diego, US) was used for library preparation and the Epitect Kit (Qiagen) for bisulfite conversion. Library amplification was performed using the Kapa HiFi HotStart Uracil + ReadyMix (2 ×; Kapa Biosystems). Samples were then sequenced on an Illumina HiSeq platform.

### ATAC-seq

Approximately 500 µL of hemolymph was collected from three independent animals using a 23-G needle inserted in the abdomen of a cold-anesthetized crayfish. One volume of anticoagulant solution (0.14 M and NaCl, 0.1 M glucose, 30 mM Na_3_ Citrate.2 H_2_O, 26 mM citric acid, 0.5 M EDTA) was added prior to centrifugation for 5 min at 300 x g and 4 °C. After washing the cell pellet twice with sterile and cold PBS 1 ×, 50.000 hemocytes were immediately used for the ATAC library preparation [56]. The transposase reaction was optimized and a 20-min reaction was used to avoid DNA “over transposition.” The subsequent steps were as described in the original protocol [33]. Libraries were sequenced on an Illumina HiSeq platform (Additional file 8).

### Whole-genome bisulfite sequencing data analysis

Read pairs were quality trimmed (minimum quality value ≥ 15 and minimum length ≥ 36 bp), and both marbled crayfish and *P. fallax* data were mapped to the marbled crayfish genome assembly using BSMAP version 2.73 [57]. Correctly mapped read pairs (appropriate orientation and distance to each other) with both reads mapping uniquely to the same scaffold were used for methylation calling. The methylation ratio (methylation calling) for each CpG was determined by the Python script distributed with the BSMAP package. The provided Python script was slightly changed to analyze only reads fulfilling the following additional criteria: (1) minimum quality value of the base at C position ≥ 30 and (2) minimum quality value of the two bases before and after the C position ≥ 20. Only C-positions with a minimum coverage of three reads per strand were used in further analyses. Bisulfite conversion rates and mapping rates are provided in Additional file 2.

Raw data for *P. hawaiensis* and *D. pulex* were downloaded from NCBI using accessions PRJNA306836 and GSE60475, respectively. Custom R scripts were used to determine methylation levels in the genome and genomic features. Violin plots were generated for individual methylomes by R’s ggplot2.violinplot function. Housekeeping genes were identified by blasting human housekeeping genes against the genome assembly. Heatmaps were generated by the heatmap.2 function of R. Data were tested for differential methylation using a Wilcoxon rank-sum test. This was applied to each gene as a paired difference test to see whether the means of the two tissue groups are significantly different from each other. The wilcox.test function in R was used with a *p* value cutoff of 0.1. Barplots for repeat count and methylation were generated in *R* using ggplot2′s geom_bar function.

### RNA-seq data analysis

Rsem [58] was used to calculate expression levels (TPM values) for each sample of the RNA-seq datasets. 

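The methods name no filter on expression, SD formula or gene set. In the values derived here from the deposited TPM, the coefficient of variation of a gene is 100 times the SD with n - 1 in the denominator divided by the mean, taken over the animals of 1 tissue and species. It is undefined for a gene at 0 in every animal of a group, and it cannot exceed 173.2% for triplicates. A gene detected in a single animal takes that value whatever its TPM there. Of the 21773 gene models, 10769 had a mean TPM above 0 in the abdominal musculature of P. virginalis and 11349 in that of P. fallax. There were 1156 genes detected only in the former species and 1736 detected only in the latter.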

TPM values were then used to calculate the coefficient of variation of expression levels per tissue and per species, methylation deciles and correlations between the two. 

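For the octiles given here, genes with a mean TPM above 0 in a tissue were ranked by that mean over the 3 P. virginalis animals. In the hepatopancreas the octiles held 2048 or 2049 genes, the median gene lay at a mean TPM of 0.73, and the highest octile started at 15.1 and reached 61742. In the abdominal musculature they held 1346 or 1347 genes, the fourth octile ended at 0.66, and the highest started at 8.59 and reached 273210. Deposited TPM values are rounded to 2 decimals, so the lowest octile, which ends at a mean TPM of 0.0467 in the hepatopancreas and 0.08 in the abdominal musculature, rests on few distinct values.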

For expression ranks, genes were grouped into quintiles and octiles by their TPM values. For hemocytes, correlation of expression levels (TPMs) between samples was confirmed (Additional file 10) and datasets were pooled for gene expression level analyses.

### ATAC-seq data analysis

Raw sequencing data were trimmed and quality filtered (TrimGalore-v0.4.5). Reads were then mapped against the reference genome using Bowtie2 [54], and duplicates were removed with samtools [59]. Broad ATAC peaks were called using MACS2 [60]. After confirming a high correlation between the three biological replicates (Additional file 9), we pooled the three samples for downstream analyses. ATAC-seq coverage was directly extracted from the merged bam file for regions surrounding the transcription start site by using samtools’ bedcov function. Heatmaps and metagene plots were produced using the image function of R and the geom_smooth function of ggplot2.

## Additional files

**Additional file 1.** Housekeeping genes (HKG) expression during different developmental stages and tissues. qRT-PCR was performed using primers to five different HKG, TATA-box-binding protein (TBP), endoribonuclease gene (Dicer1), survival motor neuron protein (Smn), Histone H2A and glyceraldehyde 3-phosphate dehydrogenase (GAPDH).

**Additional file 2.** Whole-genome bisulfite sequencing details.

**Additional file 3.** General characteristics of the marbled crayfish methylome. **a** Logo plot for methylated cytosines. **b** Distribution of the average CpG methylation level (methylation ratio). **c** Strand-specific density of methylated CpGs (mCpG) across the scaffold 48720 (Watson strand: blue, Crick strand: red). The density was calculated by dividing the number of methylated CpGs (methylation ratio ≥ 0.8 and coverage ≥ 3) by the length using a 1-kb non-overlapping sliding window.

**Additional file 4.** Correlation of gene body methylation levels with different gene features. **a** Normalized CpG content [amount of observed CpGs to amount of expected CpGs (o/e)] was classified as low (< 0.6), medium (≥ 0.6, < 1.2) and high (≥ 1.2). **b** Boxplot of average gene methylation by gene length in kb. **c** Predicted marbled crayfish genes were translated into protein sequences and mapped to different phylogenetic nodes with the leftmost representing the oldest and the rightmost the youngest groups.

**Additional file 5.** Methylation of repetitive sequences. The heatmap shows average methylation levels of selected repeat classes in eight independent samples (columns). Only repeats with sufficient coverage in all eight samples are shown. The four most frequent repeat classes are shown (LINEs, SINEs, DNA transposons, LTRs), as well as TcMar-Tigger as an example of a highly methylated repeat class, and rRNAs as an example for a non-transposon repeat class. Methylation levels are indicated on a scale from 0 (blue) to 1 (red). E1.7: stage 1.7 embryos, hep.: hepatopancreas, musc.: abdominal musculature, hem.: hemocytes. Colors denote individual animals.

**Additional file 6.** RNA sequencing details.

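Additional file 6 gives for each library the sequence yield in megabases, the share of mapped reads, and the read length and layout. For the RNA-seq libraries analysed here the paper's yields range from 4719 Mbp for the abdominal musculature of P. virginalis animal 7 to 42032 Mbp for the hepatopancreas of animal 2, and the paper's mapping rates from 88% to 92%. If the yield counts the bases of both ends, these correspond to between 18876000 and 210160000 read pairs. The expected counts on gene models came to between 24.9% and 32.9% of these pairs in 8 of the 9 libraries. In the abdominal musculature of P. virginalis animal 6, whose yield in the paper is 8752 Mbp against 9144 Mbp for animal 2, they came to 42.6%, and this library has the highest total count of the muscle libraries. The depth used for every value derived here is the sum of expected counts, not the yield. The number of genes with a TPM of at least 1 ranged from 3196 in that library to 5875 in the abdominal musculature of P. fallax animal 4, and in the hepatopancreas from 6635 to 8091.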

**Additional file 7.** Correlation between DNA methylation and gene expression levels. Scatter plots show the promoter methylation (left) and gene body methylation (middle) levels in relationship to gene expression levels. Boxplots (right) show the relationship between gene body methylation and gene expression ranks. Results are shown for all genes (**a**) and for housekeeping genes (**b**).

**Additional file 8.** ATAC sequencing details.

**Additional file 9.** ATAC-seq quality controls showing library quality (top left), pairwise comparisons of ATAC peak intensities from three independent libraries and a representative Genome Browser screen shot of read enrichment (bottom panel).

**Additional file 10.** Reproducibility between three independent hemocyte RNA-seq datasets. Correlation of log10 TPM values for pairwise RNA-seq replicates.

**Additional file 11.** Heatmaps of chromatin accessibility for high-methylated (methylation level > 0.5, left) and low-methylated (methylation level < 0.5, right) genes around transcription start sites (TSS).

**Additional file 12.** Correlation between DNA methylation and gene expression variation in hepatopancreas and abdominal musculature. **a** Low methylation levels correlate with higher gene expression coefficient of variation for hepatopancreas and abdominal musculature. Methylation rank 0 represents completely unmethylated genes. **b** Representative genome browser tracks and expression levels (red bars) for a highly methylated gene with low gene expression variation (top) and a lowly methylated gene with high gene expression variation (bottom).

# Supplementary material for: The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes
**Source:** Epigenetics Chromatin. 2018 Oct 4;11:57. doi: 10.1186/s13072-018-0229-6
**Supplement:** Supplementary file 2 — Additional file 2. Whole-genome bisulfite sequencing details.

Whole-genome bisulfite sequencing details.

| ID     | species                   | tissue | source                 | mapping % | conv. % | genome coverage | % CpGs covered | seq.  |
|--------|---------------------------|--------|------------------------|-----------|---------|-----------------|----------------|-------|
| Pvir#2 | <i>P. virginalis</i>      | hep.   | lab stock              | 55        | 99.7    | 9.8x            | 79             | PE100 |
| Pvir#3 | <i>P. virginalis</i>      | hep.   | Moosweiher (Germany)   | 53        | 99.8    | 8.8x            | 76             | PE100 |
| Pvir#6 | <i>P. virginalis</i>      | hep.   | lab stock              | 52        | 99.2    | 11.4x           | 77             | PE100 |
| Pvir#2 | <i>P. virginalis</i>      | musc.  | lab stock              | 45        | 99.6    | 23.4x           | 87             | PE150 |
| Pvir#3 | <i>P. virginalis</i>      | musc.  | Moosweiher (Germany)   | 50        | 99.5    | 20.4x           | 85             | PE150 |
| Mora   | <i>P. virginalis</i>      | musc.  | Moramanga (Madagascar) | 26        | 99.3    | 13.8x           | 80             | PE150 |
| E1.7   | <i>P. virginalis</i>      | E1.7   | lab stock              | 33        | 99.7    | 15.2x           | 81             | PE150 |
| hem    | <i>P. virginalis</i>      | hemo.  | Reilingen (Germany)    | 27        | 99.1    | 17.9x           | 81             | PE150 |
| Pfal#3 | <i>P. fallax</i> (female) | hep.   | aquarium supply        | 50        | 99.9    | 10.8x           | 68             | PE100 |
| Pfal#4 | <i>P. fallax</i> (female) | hep.   | aquarium supply        | 51        | 99.5    | 10.2x           | 67             | PE100 |
| Pfal#4 | <i>P. fallax</i> (female) | musc.  | aquarium supply        | 52        | 99.5    | 10.8x           | 67             | PE100 |

Abbreviations: hep.: hepatopancreas, musc.: abdominal musculature, E1.7: embryonic stage 1.7, hemo.: hemolymph, conv.: conversion, seq.: sequencing protocol, PE: paired-end.

Baseline mapping ratios are around 50%, due to the high fragmentation level of the reference genome. Lower mapping ratios in some of the samples are due to concomitantly sequenced bacterial DNA. Lab stocks and wild catches from Moosweiher have been described in Vogt et al., *Biology Open* 2015, 4(11):1583-1594.

# Supplementary material for: The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes
**Source:** Epigenetics Chromatin. 2018 Oct 4;11:57. doi: 10.1186/s13072-018-0229-6
**Supplement:** Supplementary file 6 — Additional file 6. RNA sequencing details.

RNA-seq details.

| ID     | species                   | tissue           | yield [Mbp] | % mapping | seq.  |
|--------|---------------------------|------------------|-------------|-----------|-------|
| Pvir#2 | <i>P. virginalis</i>      | hepatopancreas   | 42,032      | 88        | PE100 |
| Pvir#2 | <i>P. virginalis</i>      | abd. musculature | 9,144       | 89        | PE100 |
| Pvir#6 | <i>P. virginalis</i>      | hepatopancreas   | 10,656      | 90        | PE100 |
| Pvir#6 | <i>P. virginalis</i>      | abd. musculature | 8,752       | 92        | PE100 |
| Pvir#7 | <i>P. virginalis</i>      | hepatopancreas   | 11,047      | 90        | PE125 |
| Pvir#7 | <i>P. virginalis</i>      | abd. musculature | 4,719       | 90        | PE125 |
| hem37  | <i>P. virginalis</i>      | hemocytes        | 3,488       | 85        | SE50  |
| hem39  | <i>P. virginalis</i>      | hemocytes        | 3,231       | 89        | SE50  |
| hem40  | <i>P. virginalis</i>      | hemocytes        | 3,920       | 87        | SE50  |
| Pfal#1 | <i>P. fallax</i> (female) | abd. musculature | 9,495       | 90        | PE125 |
| Pfal#3 | <i>P. fallax</i> (female) | abd. musculature | 9,161       | 90        | PE125 |
| Pfal#4 | <i>P. fallax</i> (female) | abd. musculature | 8,716       | 90        | PE125 |

seq.: sequencing protocol

# Supplementary material for: The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes
**Source:** Epigenetics Chromatin. 2018 Oct 4;11:57. doi: 10.1186/s13072-018-0229-6
**Supplement:** Supplementary file 8 — Additional file 8. ATAC sequencing details.

ATAC-seq details.

| ID   | species              | tissue    | yield [Mbp] | % mapping | seq.  |
|------|----------------------|-----------|-------------|-----------|-------|
| hem1 | <i>P. virginalis</i> | hemocytes | 12,717      | 78        | PE125 |
| hem2 | <i>P. virginalis</i> | hemocytes | 10,849      | 73        | PE125 |
| hem3 | <i>P. virginalis</i> | hemocytes | 6,423       | 62        | PE125 |

seq.: sequencing protocol

# Supplementary material for: The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes
**Source:** Epigenetics Chromatin. 2018 Oct 4;11:57. doi: 10.1186/s13072-018-0229-6

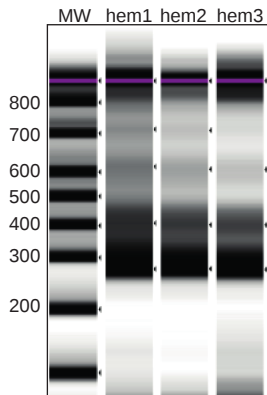

ATAC-seq rep. 2 (log<sub>10</sub> peak intensity)

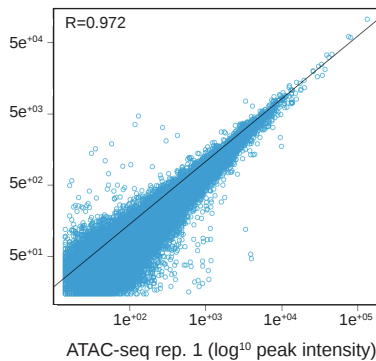

ATAC-seq rep. 3 (log<sub>10</sub> peak intensity)

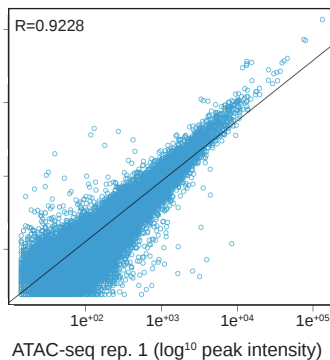

ATAC-seq rep. 3 (log<sub>10</sub> peak intensity)

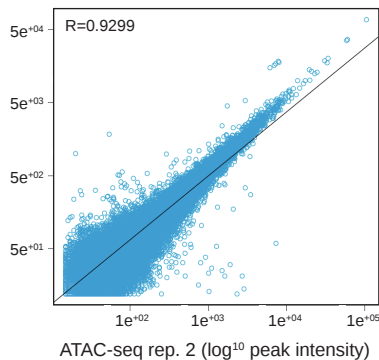

ATAC sequence depth

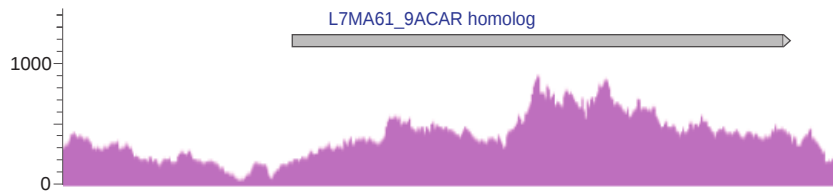

**Supplement:** Supplementary file 9 — Additional file 9. ATAC-seq quality controls showing library quality (top left), pairwise comparisons of ATAC peak intensities from three independent libraries and a representative Genome Browser screen shot of read enrichment (bottom panel).

How the deposited data were processed for this re-analysis (not part of the article)

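RNA-seq libraries of 9 samples were analysed: hepatopancreas and abdominal musculature of P. virginalis animals 2, 6 and 7, and abdominal musculature of P. fallax animals 1, 3 and 4. Each library is 1 animal and 1 tissue, and replicates were not pooled. Samples were assigned to species, tissue and animal from the sample names, which match the list in Additional file 6. Bisulfite sequencing, ATAC-seq, hemocyte RNA-seq and qRT-PCR data were not analysed here.

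The authors deposited, for every library, the gene-level output of Rsem. The expected counts are the fragments that Rsem estimated for each gene and that the authors deposited without normalization, rounded to 2 decimals. Between 6.40% and 30.9% of genes have a count that is not whole in a given library, as happens when Rsem divides reads between similar transcripts. The TPM values were made by the authors with Rsem, which divides the expected count by the effective length and scales every library to the same total. The FPKM values were likewise deposited as Rsem computed them, per kilobase and mapped fragments. The posterior mean TPM and the interval bounds of TPM were also deposited by the authors. The aligner, the Rsem version, the read trimming, the strandedness and the release of the gene models are not given in the sources used here. The files list genes by the identifiers of an annotation of draft scaffolds and do not pair them with gene names, and no genome was used, so at most 2 genes that were higher and 2 that were lower are named in a comparison.

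Total expected counts ranged from 12947418 to 67369392 in the hepatopancreas of P. virginalis (median 15489449), from 6001494 to 18661368 in its abdominal musculature (median 11389814) and from 9109577 to 11942816 in the abdominal musculature of P. fallax (median 11453242). Counting intervals and limits given for counts of 0 cover counting error only, since reads without molecular identifiers are not independent molecules.

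The coefficient of variation was computed from TPM for each gene over the 3 animals of a group and averaged over genes. Species were compared over genes with a mean TPM above 0 in both, tissues over genes with a mean TPM above 0 in both tissues. The ratio of the means was tested by an exact permutation over the 10 divisions of the 6 muscle libraries into equal groups, and a t test across genes was run beside it because the legend of Fig. 5d names one. For counts, expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, TMM factors, genes kept by filterByExpr, Benjamini-Hochberg adjusted p under 0.05), with only the 2 groups compared in the fit. A biological coefficient of variation was taken per species as the square root of edgeR's common dispersion over the genes tested. Alternatives used DESeq2 1.42.0 and limma 3.58.1, and the other steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

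The genes named in each edgeR comparison were chosen by a rule fixed before the data were examined, as were the tests and the alternatives apart from those named as added later. The rule takes, among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the libraries of the groups, the 2 with the largest rise and the 2 with the largest fall. The alternatives were each group's own expressed genes, a mean TPM of at least 0.1, 1 or 10, the median over genes, the SD of log2(TPM + 1) and log2(TPM + 0.1), FPKM, TMM-normalized CPM, DESeq2's size factors, counts thinned at random to the smallest library compared, and leaving out each animal. For the counts of differing genes they were DESeq2, edgeR with RLE factors, no filter on low counts, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, all 9 libraries in one model, a test against a log2 fold change of 1, leaving out each animal, and, between tissues, the animal as a block. Thinning used 10 random draws, whose results were averaged. Thinning to the smallest size factor, leaving out the 10 most abundant genes with TPM rescaled, Rsem's posterior mean TPM, and edgeR with library sizes alone in place of TMM factors were chosen after seeing the data, as were the simulation of Poisson counts from 1 shared profile (10 draws) and the search for hepatopancreas transcripts.

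Hepatopancreas and muscle samples with the same number come from the same animal in the sample names and Additional file 6, which pairs them. Deviations of log2 CPM from the group mean correlated across genes with r = -0.0736 between the samples of animal 2, 0.257 between those of animal 6 and -0.0702 between those of animal 7. Between hepatopancreas and muscle samples of different animals r ranged from -0.238 to 0.226, so these correlations neither show nor exclude the pairing.

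The edgeR step was tested on simulated counts with 200 changed genes, drawn from those above a minimum mean CPM, at log2 fold changes of 2 or 3 in size. With the means, depths and dispersions of the tissue comparison (6770 genes), 49.0% of the changed genes were called and 2.97% of the calls were wrong. In the data that comparison called 2599 genes, a far larger share than was changed here, so 49.0% is not its detection rate. With those of the species comparison (5053 genes), 35.5% were called and 6.58% of the calls were wrong. The coefficient of variation step was tested on 1441 simulated genes for the species comparison. It recovered a ratio of 1.19 where 1.2 was simulated and 0.999 where the spread was equal. These genes had a mean TPM of at least 10 and were simulated without counting noise and with a smaller spread than in the data. The step was therefore not tested for the effect of unequal depth, nor at the spread of the data. The simulation of Poisson counts, which holds counting noise alone, gave a ratio of 1.17 over all genes expressed in both species.

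To look for hepatopancreas transcripts in muscle libraries, a list of 52 genes was fixed on P. virginalis alone: a mean TPM of at least 1000 and a TPM of at least 100 in each library of the hepatopancreas, and a mean TPM in the abdominal musculature of at most 0.1% of that in the hepatopancreas. Genes with the same counts in every library as a gene already listed were counted once.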

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

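The tests of read length, of the split between higher and lower genes, of depth, of gene models and of hepatopancreas transcripts, and the comparison with other divisions of the samples, were chosen after the results were seen, as was edgeR with library sizes alone, although the values with limma, with RLE factors, without the filter and with 1 animal left out were planned as alternatives.

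The paper does not test which genes differ in expression between tissues. With edgeR's quasi-likelihood test, 2599 of 6770 genes differed between hepatopancreas and abdominal musculature of P. virginalis, 1660 higher and 939 lower in the hepatopancreas. Without adjustment, 3173 genes had a p under 0.05, and in 51.2% of the genes tested the 3 libraries of a tissue did not overlap with those of the other, where chance gives 10%. Only the division of the 6 libraries by tissue, 1 of 10, gave as many genes, and the largest count in any other division was 0. Of the 4 divisions that part the tissues of every animal, the 3 others gave 0 as well. Because 3 libraries against 3 cannot give a share under 0.1, chance cannot be excluded from this count alone. The 51.2% of genes without overlap, against 10% by chance, and the 0 genes in every other division argue against chance for the genes as a set. The greater depth of the hepatopancreas library of animal 2 does not account for the excess of higher genes, since without animal 2 the share of higher genes was 60.8% against 63.9% with it. The split did depend on scaling. With library sizes alone in place of TMM factors, and the same filter and test, the median log2 difference of all genes moved from 0.17 to 1.48 and 87.4% of 2970 called genes were higher, so the directions are relative to the scaling. With limma on log2(TPM + 1) the median was 1.22 and 90.1% of 3691 called genes were higher. The median difference was 0.76 in the quintile of shortest genes (up to 666 nt) and 0.03 in that of the longest. With RLE factors 2622 genes were called, 2589 of them among the 2599, and with limma on log2(TPM + 1) 1877 of the 3691 were, and none of these shared calls had the opposite sign. Both tissues came from the same animals, and a difference between the tissues is the explanation that goes with these values.

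The genes with the largest rise were maker-scaffold38221-snap-gene-0.11 and maker-scaffold15556-snap-gene-1.35. The first had 230216, 8728 and 497 counts in the hepatopancreas of animals 2, 6 and 7 and 0 in every muscle library, at least 9054-fold higher against a floor of 3 counts over the group (adjusted p = 0.00081, edgeR with Benjamini-Hochberg adjustment). The second had 184412, 915 and 4723 counts and was also at 0 in muscle, at least 7187-fold higher (adjusted p = 0.00058, same test). Both limits rest on animal 2, without which they are 950-fold and 580-fold. Between the animals the CPM in the hepatopancreas differed 67.8-fold for the first gene and 32.4-fold for the second. The largest falls were in snap-scaffold265817-processed-gene-0.3, with 16784, 15805 and 9087 counts in muscle and 1 in the hepatopancreas of all animals together, and in snap-scaffold280041-processed-gene-0.2, with 25311, 16690 and 5091 counts in muscle and 3 in the hepatopancreas. The ratio was 367372 (95% counting interval from 65936 to 14510400) for the former and 138371 (47348 to 670975) for the latter, with adjusted p of 2.58e-05 and 6.73e-05 from the same test. Without animal 2 the former had 0 counts in the hepatopancreas and was at least 26864-fold lower, and the ratio of the latter was 23506 (8043 to 113983). The files do not pair these identifiers with gene names.

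Between the species, 63 of 5053 genes differed in the abdominal musculature by the same test, 49 higher and 14 lower in P. virginalis, while 379 had an unadjusted p under 0.05. The libraries of the species did not overlap in 12.0% of the genes tested, where chance gives 10%. The division by species was the only 1 of 10 that gave as many genes, which cannot exclude chance in groups of this size, and the division that sets P. fallax animal 1 and P. virginalis animals 6 and 7 against the rest gave 46. That division does not follow read length. Read length does not account for most of the calls that could be checked. P. virginalis animal 7 has the read length of P. fallax. Of the 39 genes called without animal 7, that animal lay nearer to the other P. virginalis animals in 36 (92.3%). This check rests on 1 library, and 35 of the 39 genes were among the 63. The rest of the 63 were not checked for read length. The excess of higher genes, 77.8%, depended on the scaling and, within edgeR, on the filter. With library sizes alone in place of TMM factors, and the same filter and test, the median log2 difference of all genes moved from -0.01 to -0.59 and 51.4% of 72 called genes were higher, whereas RLE factors left 76.9% higher. With TMM factors but without the filter on low counts, 50.5% of 307 called genes were higher. DESeq2, which was run without that filter, kept 72.7% of 121 higher, and edgeR on all 9 libraries 79.3% of 82. With limma on log2(TPM + 1), which changes the test and the genes as well, 49.1% of 57 were. A weaker assignment of P. fallax reads to gene models of P. virginalis cannot be told apart from a difference in expression, because too few genes decide it: 3 of the called genes were at 0 in every P. fallax library and 4 at 0 in every P. virginalis library. The count was 35 without P. fallax animal 4, 40 without P. virginalis animal 6 and 39 without animal 7. Species, rearing and origin of the animals also remain open and were not tested.

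The largest rises between the species were in maker-scaffold33921-exonerate_protein2genome-gene-0.22 and maker-scaffold33921-exonerate_protein2genome-gene-0.27. Both had exactly 124, 1018 and 171 counts in P. virginalis animals 2, 6 and 7 and 0 in every P. fallax library, at least 722-fold higher against the floor of 3 counts over the group (adjusted p = 0.0042, edgeR with Benjamini-Hochberg adjustment). The limit is 238-fold without P. virginalis animal 6 and 337-fold without P. fallax animal 4. Rsem gives equal counts to copies it cannot separate. The sequences were not compared here, and the level of each copy is uncertain. The largest falls were in maker-scaffold66409-snap-gene-0.2, with 168, 176 and 1403 counts in P. fallax animals 1, 3 and 4 and 1 count in P. virginalis, a ratio of 1059 (95% counting interval from 190.1 to 41840), and in snap-scaffold63609-processed-gene-0.6, with 95, 75 and 84 counts in P. fallax and 0 in P. virginalis, at least 51.3-fold lower. Their adjusted p from the same test were 0.0024 and 0.0038. For the former, the ratio was 446 (80.1 to 17628) without P. fallax animal 4 and 663 (119 to 26187) without P. virginalis animal 2, and without P. virginalis animal 6, which holds the 1 count, it was at least 240-fold lower. For the latter the limit was 32.1-fold without P. virginalis animal 2.

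Genes that are abundant in the hepatopancreas and nearly absent from the muscle of P. virginalis were raised in 1 muscle library, that of P. fallax animal 3. The list was picked from the P. virginalis libraries, and 9 of its 52 genes had a mean TPM of at least 1 in P. virginalis muscle. Of the 52 genes, 49 were highest in that library, 1 in P. virginalis animal 6 and 2 in animal 7. Their median level there was 0.269% of the mean hepatopancreas TPM of P. virginalis, against between 0 and 0.00916% in the other 5 muscle libraries. The 10 genes most abundant in the hepatopancreas, with a mean TPM between 9522 and 61742, were all highest in that library, at 0.0498% to 1.58% of their hepatopancreas level and at least 7.73 times any other muscle library. A candidate explanation is hepatopancreas RNA in the muscle sample of that animal, for instance from dissection. The shares differed 31.7-fold between these 10 genes, while the listed genes differed by a median of 2.61-fold and by up to 187-fold between hepatopancreas libraries of P. virginalis, and no hepatopancreas of P. fallax was analysed. Reads misassigned from a P. virginalis hepatopancreas library do not account for it, since they would give each gene the same share of its count there, whereas the share differed at least 26.4-fold between the 10 genes for each of the 3 libraries. Expression of these genes in the muscle of that animal remains open and was not tested. The listed genes summed to a TPM of 1568 in that library. Without them the ratio of mean coefficients of variation between the species was 1.09, against 1.08 with them. The list is a small part of the 9613 genes averaged, so leaving it out could hardly move the ratio. Whether hepatopancreas RNA in that library affects the comparison of species is therefore not decided by this value.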

How the results depend on the processing

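The alternatives named here as added were chosen after seeing the data. They are the thinning of counts to the smallest size factor, leaving out the 10 most abundant genes, Rsem's posterior mean TPM, and edgeR with library sizes alone.

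The ratio of mean expression CV between P. virginalis and P. fallax muscle, 1.08, stayed above 1 in 9 of 14 alternatives that kept all animals and fell below 1 in 5. It was 0.975 with TMM-normalized CPM, 0.970 with DESeq2's size factors, 0.912 for genes with a mean TPM of at least 10, 0.910 with the SD of log2(TPM + 1) and 0.989 with the SD of log2(TPM + 0.1). The share of genes with the higher CV in P. virginalis, 55.6%, fell under the same alternatives to 44.7%, 45.4%, 41.8%, 44.9% and 48.7%. Over the alternatives that kept the direction, the ratio lay between 1.03, for genes with a mean TPM of at least 1, and 1.13, with the posterior mean TPM. Leaving out 1 animal, with the pair that remained set against the pairs of the other species, gave ratios from 0.973 to 1.23 and shares from 46.7% to 63.3%. The ratio was below 1 without P. virginalis animal 6 (0.973) and without animal 7 (0.990), where the shares were 46.7% and 49.6%, and it was highest without animal 2. The cause was not tested, apart from what is given under the other observations.

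The mean CV of P. virginalis muscle, 89.0%, moved by more than the spread between pairs of animals to 68.2% and 57.6% for genes with a mean TPM of at least 1 and 10, to 73.6% both with TMM-normalized counts and with DESeq2's size factors, and to 67.0% with the posterior mean TPM. For P. fallax muscle, 82.2%, the pairs of animals lie closer together, and the mean CV moved to 92.7% over its own expressed genes, 78.0%, 66.2% and 63.2% for genes with a mean TPM of at least 0.1, 1 and 10, 74.7% as the median over genes, 75.5% with TMM-normalized counts, 75.9% with DESeq2's size factors, 85.6% after thinning to the smallest library and 59.3% with the posterior mean TPM. In the hepatopancreas, 86.9%, it moved to 67.3%, 47.3% and 42.3% at the same minima of mean TPM, to 74.0% as the median and to 47.6% with the posterior mean TPM. A higher minimum removes genes with few reads, where the simulated counting noise was largest (42.8% over all genes and 7.27% at a mean TPM of at least 10 in P. virginalis). For the other alternatives the cause was not tested. With 1 animal left out, the values ranged from 68.9% to 87.4% in P. virginalis muscle, from 68.6% to 73.6% in P. fallax muscle and from 58.1% to 75.8% in the hepatopancreas. A CV over 2 animals cannot exceed 141%, so these values are not on the scale of those over 3.

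The ratio of mean expression CV between hepatopancreas and muscle, 0.651, stayed below 1 in every alternative run. It moved to 0.904 over each tissue's own expressed genes and to 0.874 with the SD of log2(TPM + 1), and ranged from 0.505 to 0.763 with 1 animal left out.

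The number of genes differing between hepatopancreas and muscle, 2599, ranged over the alternatives that kept all animals from 1902 against a log2 fold change of 1 to 3691 with limma on log2(TPM + 1), and from 1852 to 2526 with 1 animal left out. With the animal as a replicate block in the paired design it was 2342, of which 2287 were among the 2599, and the block changed the call of none of the named genes. The share of higher genes was 63.9% with TMM factors and between 60.8% and 68.6% in the other alternatives on counts, but 87.4% with library sizes alone (2970 genes) and 90.1% and 89.8% with limma on log2(TPM + 1) and log2(TPM + 0.1).

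The number of genes differing between P. virginalis and P. fallax muscle, 63, was 121 with DESeq2 and 307 without the filter on low counts, and all of the 63 were among them in both. Without the filter 50.5% of the calls were higher in P. virginalis, against 77.8% with it. With library sizes alone it was 72, of which 47 were shared and 51.4% were higher. It was 57 and 63 with limma on log2(TPM + 1) and log2(TPM + 0.1), of which 32 and 34 were shared, and 49.1% and 49.2% were higher. It ranged from 35 to 85 with 1 animal left out, with the fewest without P. fallax animal 4, followed by 39 without P. virginalis animal 7 and 40 without animal 6. The 8 named genes kept their sign and an adjusted p under 0.05 in all 102 combinations of a gene with an alternative that tested it. The genes were chosen for the largest differences and include a pair with equal counts, so these combinations are not independent. The gene snap-scaffold63609-processed-gene-0.6 was not tested by limma, because its mean TPM was under 1.

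The biological coefficient of variation was 0.519 in P. virginalis muscle and 0.597 in P. fallax muscle, the opposite order to the mean CV. Without the filter the value for P. fallax moved to 0.675, and as the median over genes the values moved to 0.372 and 0.447. With 1 animal left out they ranged from 0.489 to 0.540 in P. virginalis and from 0.534 to 0.664 in P. fallax, so that the ranges overlap.

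In the simulated tissue and species comparisons 49.0% and 35.5% of genes with a log2 fold change of 2 or 3 in size were called. These shares were not split by depth. Far fewer genes were changed in the simulated tissue comparison than were called in the data, so its share is not a detection rate there. For genes with a TPM of at least 1, the median half-width of the Rsem interval was 33.6% of the TPM in the shallowest library and between 21.9% and 27.3% in the other muscle libraries.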

Differences from the paper's values

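For the difference in expression CV between the species, the paper gives P as below 5.58e-13, or 5.58 in units of 1e-13, from a two-tailed t test whose units it does not state. The t test across 9613 genes gave p = 1.66e-25, or 1.66e-12 in the same units, which lies far under the paper's limit. Of the 10 alternatives set before the data were examined for which the t test across genes was run, 4 gave a p under the paper's limit: a mean TPM of at least 0.1 (5.13e-24), counts thinned to the smallest library (2.35e-17), FPKM (6.64e-17) and the SD of log2(TPM + 1) (1.04e-16), the last with the lower variability in P. virginalis. The other 6 gave a p above it, from 3.61e-07 over each species' own expressed genes to 0.205 with the SD of log2(TPM + 0.1). None gave a p near the limit itself. The mean expression CVs, 89.0% in P. virginalis and 82.2% in P. fallax, are close to the bars of Fig. 5d, about 89% and about 82% read by eye.

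The paper states a higher expression variability in marbled crayfish. The mean CV over all genes expressed in both species had that direction. The ratio was below 1 in the alternatives listed above. The edgeR biological coefficient of variation was lower in P. virginalis (0.519) than in P. fallax (0.597). Its model sets counting noise apart, but it also uses TMM factors and only genes that pass the filter. With TMM-normalized CPM the ratio of mean CV was already 0.975, so the opposite order cannot be put down to counting noise alone. For the edgeR coefficient, 5 of 10 divisions of the libraries gave a ratio at least as far from 1 (two-sided exact permutation test, p = 0.5, smallest possible 0.1).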

Other observations

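The tests of explanations in this part were chosen after the result was seen, although the values with DESeq2's size factors, with a minimum of mean TPM, after thinning to the smallest library and with 1 animal left out were planned as alternatives.

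The mean expression CV was higher in P. virginalis than in P. fallax muscle over all genes expressed in both, and several explanations were weighed. Counting noise at unequal depth is a candidate explanation. When Poisson counts were drawn from 1 shared expression profile at the size factors of the 6 libraries, so that no animal differed from another, the mean CV was 42.8% in P. virginalis and 36.6% in P. fallax, a ratio of 1.17 that ranged from 1.15 to 1.19 over 10 draws. The observed ratio was 1.08. When counts were thinned to the smallest library it was 1.07, and 1.04 when they were thinned to the smallest size factor. The scaling of the libraries is another candidate explanation, since the ratio was 0.970 with DESeq2's size factors in place of TPM. TMM factors of the muscle libraries ranged from 0.470 in P. virginalis animal 6 to 1.84 in P. fallax animal 4. The mean CV of the pair of P. virginalis animals 6 and 7 fell from 87.4% to 61.8% with size factors, and the pairs of P. fallax then had 60.2% to 70.3%.

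That the most abundant genes set the scale of TPM cannot be told apart from no effect. Without the 10 most abundant genes and with TPM rescaled the ratio was 1.102, which did not move towards 1 but lies within the spread between pairs of animals. An effect of the read length or depth of P. virginalis animal 7 cannot be told apart from differences between animals. The pair of animals 2 and 7 had a mean CV of 68.9% and that of animals 2 and 6 had 70.1%, a gap well inside the spread between pairs (SD 10.3), while the pair of animals 6 and 7 had 87.4% and the ratio was 0.990 without animal 7 and 0.973 without animal 6. Larger differences in gene expression between P. virginalis animals remain open. The ratio was 0.912 for genes with a mean TPM of at least 10, where the simulated counting noise had a mean CV of 7.27% in P. virginalis and 5.92% in P. fallax, but 3 animals per species are too few to place this value on either side of 1. With TPM, P. virginalis animal 7 and P. fallax animal 1, which belong to different species, had a mean CV of 60.4%, lower than each of the pairs within a species.

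When TPM was first divided by the mean of its species, so that differences between the species no longer add to the spread of mixed groups, 7 of 10 divisions gave a ratio as far from 1 as the division by species (two-sided exact permutation test, p = 0.7, smallest possible 0.1). This test was added after the data were seen.

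A single gene, maker-scaffold11143-snap-gene-2.2, named here after its values were seen, took 45.0% of the counts in the muscle of P. virginalis animal 6, 22.8% in animal 2 and 27.7% in animal 7, and 21.8%, 7.39% and 5.68% in P. fallax animals 1, 3 and 4. No test was run on it.

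Of 7709 genes with more than 100 counts over all libraries, 67 had the same counts, to 2 decimals, as another gene in every library, in 18 sets. The 2 genes with the largest rise in P. virginalis over P. fallax are such a set. The sequences of these genes were not compared.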
